A study of Mus musculus with 10 samples. Its data were reported in "Identification of Epigenetic Mechanisms Involved in the Anti-Asthmatic Effects of Descurainia sophia Seed Extract Based on a Multi-Omics Approach" (2018).

How the data were processed

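RNA-seq was performed on lung tissue of female BALB/c mice in 3 groups. Saline mice (n = 3) were the controls, OVA mice (n = 3) were sensitized and challenged with ovalbumin, an egg protein used to provoke allergic airway inflammation resembling asthma, and Herb mice (n = 4) received the same ovalbumin protocol together with an ethanol extract of Descurainia sophia seeds. The groups were taken from the sample labels. The libraries were stranded, paired-end and prepared after selection of messenger RNA, per the labels and the methods of the study.

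The authors trimmed the reads by base quality, aligned them to the mouse genome mm10 with Hisat2 and read out transcript abundance with ballgown, and they deposited 1 table of FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments) with 1 row per transcript and 1 column per mouse. The authors ran edgeR on read counts for their own comparisons. Because the deposited values are FPKM and not counts, no count model was used here and limma was applied on the log2 scale instead. FPKM values share out the fragments of each library, so that a class of RNA which takes up more fragments in 1 group lowers the FPKM of all other transcripts of that group. The authors' table carries no scaling between the libraries beyond this. The table holds 66548 transcript rows, of which 34943 have a RefSeq identifier and a gene symbol and 31605 are transcript models assembled from the reads without a symbol or coordinates. The RefSeq rows comprise 29906 protein-coding and 5037 non-coding entries of 24394 gene symbols, and 5567 symbols have more than 1 row. A total of 8992 rows are listed at 0 in all libraries. The housekeeping gene Gapdh is listed at 0 in 9 of the 10 libraries and at 0.0621 in Herb replicate 2, so an exact 0 can be a failed estimate, and such values are described as listed at 0.

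No read counts or library totals were used. The depth of each library was estimated from the lowest values: in genes with a single transcript row, FPKM times transcript length is a whole multiple of the value of 1 fragment, and the multiples found at values under 0.1 FPKM gave the number of mapped fragments. Transcript lengths and GC content came from the GENCODE vM21 and RefSeq annotation of GRCm38.p6, the assembly that mm10 represents, and 33204 (95%) of the rows with a symbol had a length. The share of fragments falling on protein-coding RefSeq transcripts was computed for each library from FPKM and length, and is called the mRNA fragment share. The positions given for genes are those of GRCm38.p6.

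Differences were tested with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with an intensity trend on log2(FPKM + 1), all 10 libraries in 1 fit with 3 group means and no covariates, over the 30194 rows with a mean of at least 1 FPKM, and p-values were adjusted by the Benjamini-Hochberg method. A fold change on this scale understates the change of low transcripts. A call is a row with an adjusted p under 0.05. The screen of the study, a minimum on the log fold change with an unadjusted p under 0.05, was applied to the same fit. The base of the logarithm is not stated, and it was read here as an absolute log2 fold change of at least 1. Down/up transcripts passed this screen as lower in OVA vs. Saline and higher in Herb vs. OVA, and up/down transcripts passed it in the opposite directions. Both comparisons contain the OVA libraries, so their chance values are shared, and 20 simulated data sets with unchanged groups gave the value expected from that alone. The 19 transcripts of 18 genes that the study put forward were tested without a filter on low values, as transcripts and as the sum of all rows of a gene. Their median was also set against 10000 random lists of the same size matched on mean expression.

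Lists of genes written down before the data were examined were tested on gene sums with camera (preset correlation 0.01) and fry. They covered the type 2 response, eosinophils, neutrophils, macrophages, T cells, B and plasma cells, cell cycle, alveolar type 1 cells, alveolar type 2 cells, ciliated cells, erythroid cells, cardiac muscle and immediate early genes, and p-values were adjusted over the 39 list comparisons. Measures per library were compared with two-sided exact permutation tests, for which the smallest possible p is 0.1 with 3 against 3 libraries and 0.0571 with 3 against 4. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps.

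The transcripts and genes named are the candidates of the study, for each comparison up to 5 rows with the largest positive and up to 5 with the largest negative log2 fold change among calls whose groups do not overlap, a set of genes of type 2 inflammation and eosinophils, and genes that show the sex of the animals. Of the assembled models without a symbol few are named, since the table does not pair them with genes. The procedure was tested on simulated data for 30194 rows, of which 200 had been changed by 2 on the log2 scale, and 66.5% of the changed rows were recovered for OVA vs. Saline with 6.34% false calls, and 70.5% for Herb vs. OVA with 3.42% false calls. The simulated libraries did not differ in scale. These rates therefore do not cover a shift of whole libraries such as that in the deposited values.

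The comparisons, the tests and the alternatives were chosen before the data were examined. The alternatives were another pseudocount, no filter or a stricter filter on low values, quantile normalization, rescaling to a common sum or to a common 75th percentile, a fit without trend, a robust fit, a fit of the 2 groups compared, the replicate number as a block, sums per gene, fry, an estimated correlation, no fold change minimum, and leaving out each library in turn. Rescaling to a common mRNA fragment share was added after seeing the data. The DNA methylation part of the study is not analysed here.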

Results

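Lung transcriptomes were obtained from 10 mice, of which 3 had received saline (Saline), 3 had ovalbumin-induced asthma (OVA) and 4 had ovalbumin-induced asthma and treatment with the ethanol extract of Descurainia sophia seeds (Herb, called DSE in the study). Comparing OVA with Saline shows the changes of the asthma model, comparing Herb with OVA shows the changes under the extract, and comparing Herb with Saline shows what still differed from the controls. The estimated depth was 14900000, 21400000 and 20500000 mapped fragments in the Saline libraries, 29400000, 23100000 and 20300000 in the OVA libraries and 17000000, 14700000, 21300000 and 19500000 in the Herb libraries. The depth did not separate the groups (two-sided exact permutation test, p = 0.3 for OVA vs. Saline and p = 0.114 for Herb vs. OVA). Across transcripts, libraries of the same group correlated with r from 0.792 to 0.813 in Saline, from 0.709 to 0.748 in OVA and from 0.708 to 0.747 in Herb, and OVA libraries correlated with Saline libraries with r from 0.521 to 0.639. Herb libraries correlated with OVA libraries with r from 0.6035 to 0.7501 and with Saline libraries with r from 0.6462 to 0.7224. Both ranges overlap those within OVA and within Herb. Transcripts are not independent replicates, so these values describe the libraries only. In a principal component analysis of the log2 values, the first component held 40.4% of the variance and placed the Saline libraries between -91.3 and -87.9, the Herb libraries between -38.1 and 23.3 and the OVA libraries between 66.8 and 114. No Y-linked transcript of Ddx3y, Uty, Kdm5d or Eif2s3y was listed above 0 in any library, and Xist was listed between 0.564 and 65.4 FPKM.

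The composition of the libraries differed between the groups before any single gene was considered. The mRNA fragment share was 33.2% ± 0.207 (SD, n = 3) in Saline, 13.4% ± 1.49 (SD, n = 3) in OVA and 22.8% ± 2.83 (SD, n = 4) in Herb. It was 0.403 times as high in OVA as in Saline (exact permutation test, p = 0.1, the smallest possible) and 1.70 times as high in Herb as in OVA (exact permutation test, p = 0.0571, the smallest possible), and no library of 1 group overlapped with another group. The 45S ribosomal RNA precursor Rn45s was listed at 1307 ± 95.8 FPKM (SD, n = 3) in Saline, 11249 ± 1979 FPKM (SD, n = 3) in OVA and 5465 ± 1707 FPKM (SD, n = 4) in Herb, in the opposite order of the mRNA share. The RNA component of the RNase MRP complex, Rmrp (chromosome 4, 43492785 to 43493059), was listed at 23045 ± 6261 FPKM (SD, n = 3) in Saline and 19268 ± 4958 FPKM (SD, n = 3) in OVA, a difference within the spread between mice (exact permutation test, p = 0.5). The most abundant rows were a pair of assembled models without a symbol, whose neighbouring models place them in the intervals of chromosome 12 that hold the 7SL RNA genes Rn7s2 (69361183 to 69361481) and Rn7s1 (69159295 to 69159593). These 2 rows together held 34.7% ± 2.50 of the summed FPKM in Saline (SD, n = 3), 42.5% ± 3.99 in OVA (SD, n = 3) and 33.03% ± 3.04 in Herb (SD, n = 4). Another abundant model, placed in the same way at the 7SK RNA gene Rn7sk (chromosome 9, 78175302 to 78175633), went in the other direction, with 68435 ± 19185 FPKM in Saline (SD, n = 3), 4252 ± 6969 FPKM in OVA (SD, n = 3) and 22728 ± 15751 FPKM in Herb (SD, n = 4). These assignments rest on the neighbours alone, because the table gives no coordinates for assembled models.

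**Figure D1:**
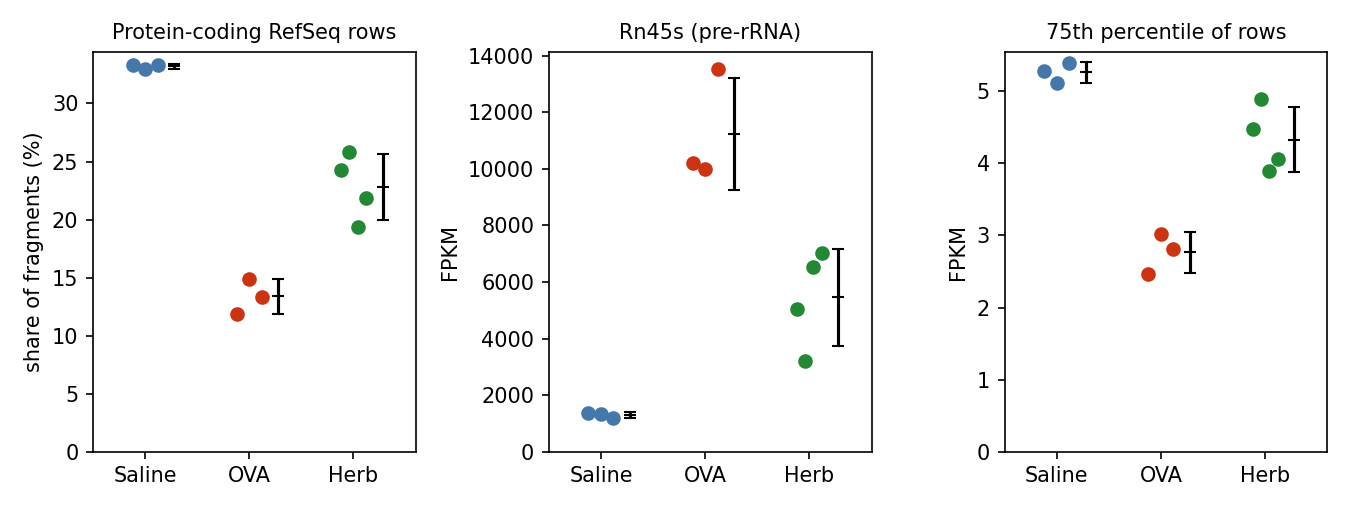
Composition of the 10 libraries, with the mRNA fragment share (%), the FPKM of the ribosomal RNA precursor Rn45s and the 75th percentile of FPKM over transcripts with a mean of at least 1 FPKM on the vertical axes and the group on the horizontal axes. Points are mice and bars are the mean ± SD (n = 3, 3 and 4), and the mRNA fragment share lay between 11.9% and 14.9% in OVA, below all Saline and Herb libraries.

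In OVA vs. Saline, 13331 of the 30194 transcripts tested had an adjusted p under 0.05 (limma), of which 911 (6.83%) were higher and 12420 lower in OVA. The median log2 fold change of all transcripts was -0.59, and it depended on the level. It was -0.36 for RefSeq transcripts with a mean of 1 to 2 FPKM, where the pseudocount holds changes down, and -2.06 for those of 20 to 100 FPKM, whereas the 89 assembled models with a mean over 100 FPKM had a median of 1.82. Over all transcripts tested, the groups did not overlap in 16736 (55.4%), compared with 10% by chance. Rescaling each library to a common 75th percentile gave 7602 calls, 3568 higher and 4034 lower, with a median log2 fold change of -0.02. The balance of these directions follows from the centring itself. The balance moved furthest with libraries rescaled to a common mRNA fragment share, chosen after seeing the data, where 6222 calls were higher and 2067 lower. The screen of the study passed 8245 transcripts, 591 higher and 7654 lower.

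In Herb vs. OVA, 9786 transcripts had an adjusted p under 0.05 (limma), of which 9583 (97.9%) were higher and 203 lower in Herb, and the median log2 fold change of all transcripts was 0.49. The groups did not overlap in 12975 of the transcripts tested (42.97%), compared with 5.71% by chance. After rescaling to the 75th percentile 168 calls were obtained, 73 higher and 95 lower, with 7224 transcripts at an unadjusted p under 0.05. Quantile normalization gave 162 calls and rescaling to the mRNA fragment share gave 204. Without OVA replicate 1, the library with the lowest mRNA fragment share, 209 calls were obtained with the values as deposited. The screen passed 2936 transcripts, 2730 higher and 206 lower. In Herb vs. Saline, 2443 transcripts had an adjusted p under 0.05 (limma), 554 higher and 1889 lower, and the median log2 fold change was -0.10. The groups did not overlap in 8636 of the transcripts tested (28.6%), compared with 5.71% by chance. This became 1675 calls, 876 higher and 799 lower, after rescaling to the 75th percentile, and 183 calls without Saline replicate 2.

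**Figure D2:**
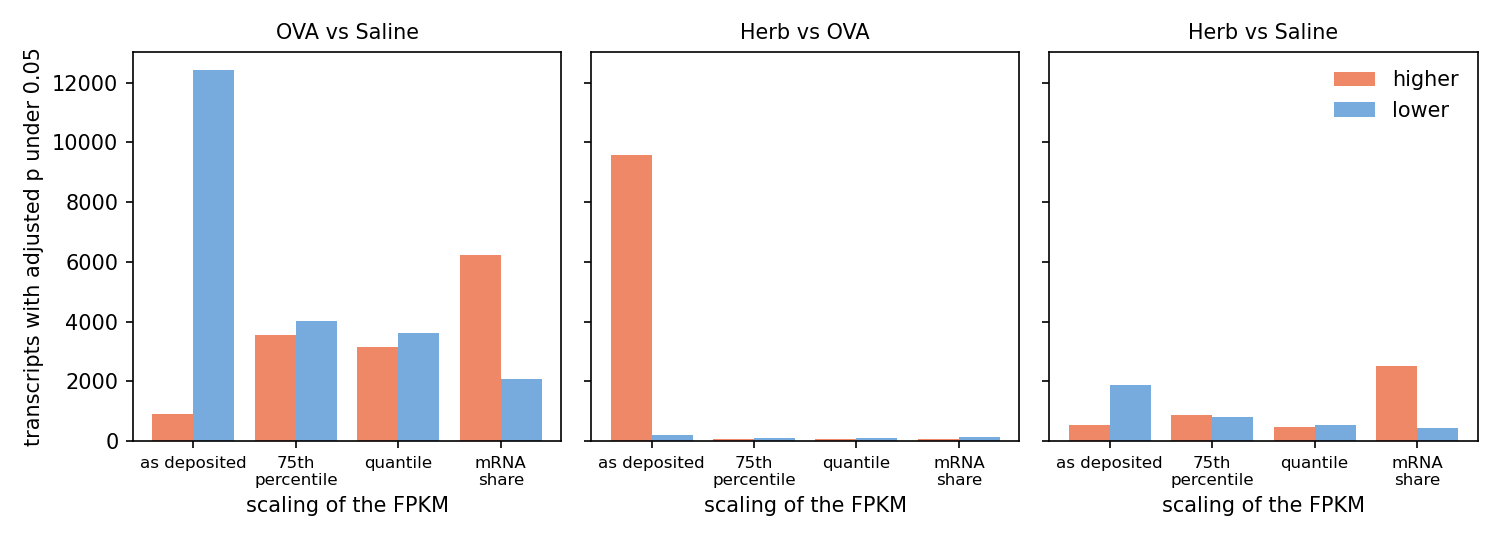
Number of transcripts with an adjusted p under 0.05 (limma, 30194 transcripts tested) for the 3 comparisons, higher and lower, with FPKM as deposited and after 3 ways of rescaling the libraries. For Herb vs. OVA the 9583 higher transcripts obtained with FPKM as deposited compare with 73 after rescaling to the 75th percentile, and rescaling to the mRNA fragment share was chosen after seeing the data.

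Transcripts with opposite changes were of interest because the study sought genes restored to control levels by the extract. A total of 2196 transcripts were down/up and 132 were up/down. In simulated unchanged groups sharing the OVA libraries the means were 44.7 down/up and 72.8 up/down transcripts, with maxima of 66 and 85. When the simulated groups differed only in the 75th percentile of their libraries, a mean of 378 down/up and 10.4 up/down transcripts resulted. With the libraries rescaled to the 75th percentile the observed numbers were 404 down/up and 498 up/down, compared with means of 43.8 and 69.5 in simulated unchanged groups rescaled in the same way. Across transcripts, the log2 fold changes of both comparisons correlated with r = -0.65, compared with -0.53 in simulated unchanged groups. When separate OVA libraries were used for the 2 comparisons, r was -0.36, compared with 0.004 in simulation.

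Among named transcripts, Retnla (NM_020509, chromosome 16, 48842609 to 48844461) had the largest increase in OVA vs. Saline, with a log2 fold change of 9.65 ± 0.89 (SE, limma adjusted p = 0.000412). It was listed at 0, 0 and 5.61 FPKM in Saline and at 630, 1297 and 4155 FPKM in OVA. Clca1 (NM_017474, chromosome 3, 145004537 to 145032776), an airway mucous cell gene, followed with 0, 0.0544 and 0 FPKM in Saline and 15.8, 46.3 and 788 FPKM in OVA (limma adjusted p = 0.00506). The microRNA precursor Mir6236 (NR_105744) rose by a log2 fold change of 4.71 ± 0.62 (SE, limma adjusted p = 0.000641). Its mean was 66.6 FPKM in Saline, 1818 FPKM in OVA and 468 FPKM in Herb, the same order of groups as Rn45s. Its rise was not tested apart from that of ribosomal RNA. The largest decreases with a symbol were the 2 rows of Hba-a2, an alpha globin, at -7.03 ± 1.301 (SE, limma adjusted p = 0.00262) and -6.94 ± 1.29 (SE, limma adjusted p = 0.00268). These rows are copies of one another and share reads, so they count as 1 observation, and the change was -5.29 without OVA replicate 1 and -8.68 without OVA replicate 2. Among the assembled models without a symbol, the largest increase was from 4.62 ± 3.4 FPKM in Saline to 212 ± 10.8 FPKM in OVA (SD, n = 3), and a decrease from 413 ± 77.3 FPKM in Saline (SD, n = 3) to values of 0, 0.942 and 0 FPKM in OVA was among the largest.

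The named increases with a symbol in Herb vs. OVA were Hba-a2 again, at 4.66 ± 1.22 (SE, limma adjusted p = 0.0223) and 4.66 ± 1.21 (SE, limma adjusted p = 0.022), with the first at 2.92 without OVA replicate 1 and 6.31 without OVA replicate 2, and Col1a2 (NM_007743), a collagen chain that was listed at 0 in all OVA libraries and at 35.8, 19.9, 24.2 and 44.5 FPKM in Herb. Of the decreases, Zgpat (NM_001048148) fell by 2.59 ± 0.59 on the log2 scale (SE, limma adjusted p = 0.0167), although Herb replicate 4 was at 7.31 FPKM and the other Herb libraries were between 0.331 and 0.385 FPKM. Myo10 (NM_019472) was listed at 0 in all Herb libraries and at 5.33, 4.82 and 4.27 FPKM in OVA. In Herb vs. Saline the named increases with a symbol were Retnla, with a log2 fold change of 10.31 ± 0.83 (SE, limma adjusted p = 0.000726), Clca1 with 7.25 ± 1.28 (SE, limma adjusted p = 0.0202) and Chil4 with 5.60 ± 1.19 (SE, limma adjusted p = 0.028). The named decreases with a symbol were Acvrl1 (NM_009612), at 22.3, 11.97 and 22.4 FPKM in Saline, and Kif1b (NM_207682), at 17.5, 15.4 and 20.2 FPKM in Saline, and both were listed at 0 in all OVA and Herb libraries. Abrupt changes from or to 0 in 1 transcript of a gene can arise in the assignment of reads to transcripts, and rows of genes with more than 1 row had a median SD between replicates of 0.504 on the log2 scale, compared with 0.264 for the sums of the same genes.

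The candidates of the study were examined as the 19 transcripts it listed. In both comparisons all 19 changed in the direction given by the study. The screen was passed in both comparisons by 13 transcripts, and by 12 after rescaling to the 75th percentile. In OVA vs. Saline 13 transcripts had an adjusted p under 0.05 over all rows (limma), and 15 when adjusted over the list alone. The numbers for Herb vs. OVA were 8 over all rows and 10 adjusted over the list alone, and 1 over all rows after rescaling to the 75th percentile, with 14 at an unadjusted p under 0.05. The study chose the list on these samples, so the count over the list alone is not independent evidence. As sums of all rows of a gene, 9 of the 18 genes passed both screens, and 5 did so after rescaling. All 18 gene sums followed the direction of the study in Herb vs. OVA, and 15 did after rescaling. The median log2 fold change of the 17 down/up genes was -1.54 in OVA vs. Saline, at percentile 0.52 of the random lists, whose median was -0.94. For Herb vs. OVA it was 1.2, at percentile 100, and the random lists had a median of 0.58. After rescaling to the 75th percentile these medians were -0.95 and 0.73, at percentiles 0.12 and 99.99. The study chose these genes for these directions in the same libraries, so extreme percentiles follow from the choice and are not evidence for the genes.

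Hopx (NM_001159900, chromosome 5, 77086986 to 77115123), a homeodomain gene of alveolar type 1 cells, was 38.9 ± 7.04 FPKM in Saline (SD, n = 3), 4.07 ± 2.1 FPKM in OVA (SD, n = 3) and 18.9 ± 10.8 FPKM in Herb (SD, n = 4). Its log2 fold change was -3.04 ± 0.48 (SE, limma adjusted p = 0.00276) in OVA vs. Saline and 1.88 ± 0.45 (SE, limma adjusted p = 0.033) in Herb vs. OVA, and the latter was 1.34 (adjusted p = 0.167) after rescaling to the 75th percentile. Errfi1 (NM_133753, chromosome 4, 150853796 to 150868889), an inhibitor of the epidermal growth factor receptor, changed by -3.37 ± 0.51 (SE, limma adjusted p = 0.00242) and 1.88 ± 0.48 (SE, limma adjusted p = 0.0394), and the latter became 1.36 (adjusted p = 0.184) after rescaling. Ndel1 (NM_023668, chromosome 11, 68821434 to 68853146) changed by -3.34 ± 0.26 (SE, limma adjusted p = 0.000529) and 2.64 ± 0.24 (SE, limma adjusted p = 0.00585), and was the candidate that passed over all rows in Herb vs. OVA after rescaling, at 2.47 (adjusted p = 0.0092). It was listed at 0, 0 and 0.607 FPKM in OVA. The gene has 1 row with a symbol, and an exact 0 can be a failed estimate. Assembled models without a symbol could not be added to it, so the size of its change is uncertain.

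Kit (chromosome 5, 75574987 to 75656722) and Vegfa (chromosome 17, 46016993 to 46032377) were the hub genes of the study. The Kit transcript NM_001122733 held 16.1% of the FPKM of its gene. It was listed at 2.59, 1.93 and 2.08 FPKM in Saline, at 0, 0.014 and 0 FPKM in OVA, where all libraries were at or under 3 fragments, and at 1.64, 0.0011, 1.32 and 0.0016 FPKM in Herb, where 2 libraries were. Against the value of 3 fragments the listed values of this transcript were at least 77.5-fold lower in OVA than in Saline. The 2 Kit rows can share reads, so this fold depends on their division and does not hold for the gene. The difference of this transcript in Herb vs. OVA was not significant (limma adjusted p = 0.276), since 2 of the 4 Herb mice were as low as the OVA mice. The sum of the 2 Kit rows was 7.73 ± 0.107 FPKM in Saline (SD, n = 3), 2.17 ± 0.577 FPKM in OVA (SD, n = 3) and 7.42 ± 6.10 FPKM in Herb (SD, n = 4), a log2 fold change of 1.2 ± 0.41 in Herb vs. OVA (SE, limma adjusted p = 0.0667). This change was 0.77 without Herb replicate 2, and 0.72 after rescaling to the 75th percentile (limma adjusted p = 0.338). The Vegfa transcript NM_001025257 held 11.4% of the FPKM of its gene and was 0.926 ± 0.184 FPKM in Saline (SD, n = 3), 2.81 ± 1.79 FPKM in OVA (SD, n = 3) and 0.923 ± 0.958 FPKM in Herb (SD, n = 4). Its log2 fold changes of 0.88 ± 0.44 (SE, limma adjusted p = 0.197) and -0.99 ± 0.41 (SE, limma adjusted p = 0.143) were not significant over all rows. After rescaling to the 75th percentile the transcript changed by 1.45 (limma adjusted p = 0.0633) and -1.44 (limma adjusted p = 0.157) and passed the screen in both comparisons. Over the 19 alternatives the adjusted p ranged from 0.0405 to 0.507 in OVA vs. Saline and from 0.0755 to 0.371 in Herb vs. OVA. The sum of the 9 Vegfa rows changed by -0.34 ± 0.84 (SE) in OVA vs. Saline, a decrease that turned into an increase of 0.53 after rescaling, and neither was significant (limma adjusted p = 0.807 and 0.667).

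The other down/up candidates were 2310035C23Rik (chromosome 1, 105663843 to 105755131), Acsl4 (chromosome X, 142317993 to 142390802), Clec4d (chromosome 6, 123262107 to 123275268), Dlg3 (chromosome X, 100767411 to 100818410), Gpr155 (chromosome 2, 73341506 to 73386521), Gtf2e2 (chromosome 8, 33731914 to 33777173), Ints6 (chromosome 14, 62676325 to 62761163), Kat6a (chromosome 8, 22859442 to 22943259), Pcmtd1 (chromosome 1, 7087077 to 7173628), Rps24 (chromosome 14, 24490678 to 24496960), Shroom2 (chromosome X, 152609509 to 152770788), Sppl3 (chromosome 5, 115011524 to 115098790) and Zfp568 (chromosome 7, 29983955 to 30028282). The transcripts of 2310035C23Rik and Shroom2 were at or under 3 fragments in all OVA libraries, so their fitted changes give no fold. The fitted transcript changes of the others in OVA vs. Saline lay between -4.45 for the Rps24 transcript NM_011297 and -1.04 for Kat6a, and in Herb vs. OVA between 1.198 for Pcmtd1 and 3.21 for the same Rps24 transcript. The Kat6a value rested on Saline replicate 2 and was -0.20 without it, and the Pcmtd1 value was 0.79 without Herb replicate 2. Rps24 has processed copies elsewhere in the genome that can share its reads, and its values are uncertain for this reason. For Dlg3 and Zfp568 the transcript and the gene sum diverged. The Dlg3 transcript changed by 1.27 ± 0.23 in Herb vs. OVA (SE, limma adjusted p = 0.0238) and its gene sum by 0.47 ± 0.09 (SE, limma adjusted p = 0.0123), which was -0.02 after rescaling to the 75th percentile. For Zfp568 the gene sum changed by 0.39 ± 0.11 (SE, limma adjusted p = 0.0407), which was -0.09 after rescaling.

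**Figure D3:**
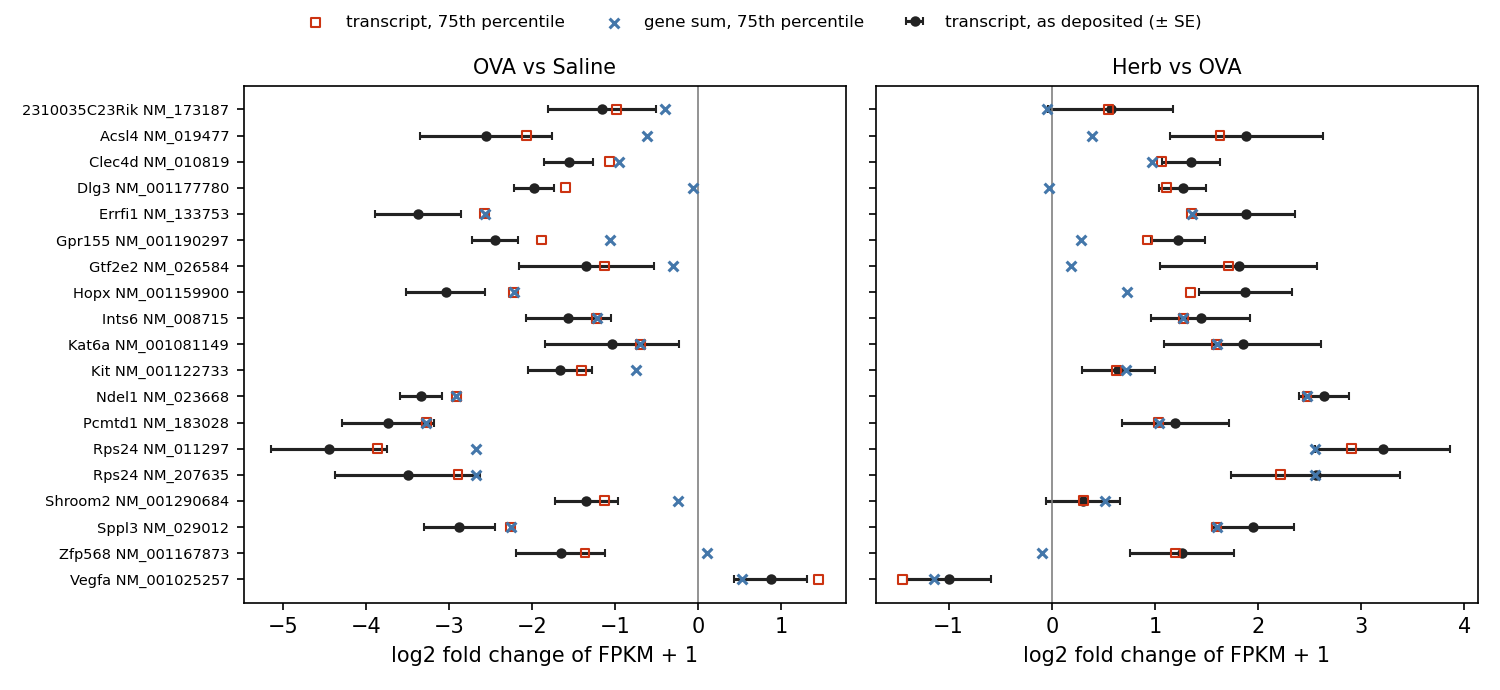
Log2 fold change of FPKM + 1 (horizontal axis) of the 19 candidate transcripts (vertical axis) in OVA vs. Saline and Herb vs. OVA. Circles with bars are the transcript with FPKM as deposited ± SE, squares the transcript and crosses the sum of the gene's rows after rescaling to the 75th percentile. For Dlg3 the cross lies at -0.02 in Herb vs. OVA while the circle lies at 1.27.

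Genes of type 2 inflammation, the response that ovalbumin provokes in this model, were examined in each mouse. The median log2 fold change of the 17 genes of the type 2 response list was 1.63 in OVA vs. Saline, with 15 genes higher (camera, adjusted over the 39 list comparisons, adjusted p = 1.4e-06). The median gene was Muc5ac, which was listed at 0 in all Saline libraries, so the median depends on the pseudocount and was 3.58 with a pseudocount of 0.1. It was 0.41 without OVA replicate 3. The median in Herb vs. OVA was 0.31 with 14 genes higher (camera adjusted p = 0.317), while the median of all genes was 0.19. Camera, which ranks the list against all other genes, placed it toward lower values in this comparison, and fry placed it toward higher values (fry adjusted p = 0.457). After rescaling to the 75th percentile it was -0.01, with 8 of 17 genes higher (camera adjusted p = 0.858). Without OVA replicate 1 the median was 0.002 and the list was lower than the other genes (camera adjusted p = 0.0276), whereas the median was 1.15 without OVA replicate 3 (camera adjusted p = 0.877). In Herb vs. Saline it was 1.73 (camera adjusted p = 5.71e-07), and 0.88 without Herb replicate 4.

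Retnla was 2110, 1142, 3489 and 3771 FPKM in Herb, and its log2 fold change in Herb vs. OVA was 0.66 ± 0.86 (SE, limma adjusted p = 0.635). This change was 0.03 without OVA replicate 1 and 1.39 without OVA replicate 3. Clca1 was 104, 34.5, 256 and 596 FPKM in Herb, within the range of the OVA mice. Chil4 (chromosome 3, 106201491 to 106219479) was 3.16, 27.4 and 215 FPKM in OVA and 35.3, 18.4, 142 and 119 FPKM in Herb. Muc5ac (chromosome 7, 141788958 to 141819227), an airway mucin, was 0.179, 0.270 and 18.7 FPKM in OVA and 1.58, 0.203, 1.01 and 18.2 FPKM in Herb. Chil3 (chromosome 3, 106147554 to 106167564), a chitinase-like protein of macrophages, was 107 ± 49.2 FPKM in Saline (SD, n = 3), 156 ± 93.9 FPKM in OVA (SD, n = 3) and 470 ± 115 FPKM in Herb (SD, n = 4). It was higher in Herb than in OVA by a log2 fold change of 1.74 ± 0.48 (SE, limma adjusted p = 0.0328), and by 1.10 (adjusted p = 0.241) after rescaling to the 75th percentile. Chil3 and Chil4 are close paralogs and can share reads. Ccl11 was 0.745 ± 0.442 FPKM in Saline (SD, n = 3), 0.707 ± 0.234 FPKM in OVA (SD, n = 3) and 2.09 ± 1.10 FPKM in Herb (SD, n = 4), with a log2 fold change of 0.81 ± 0.27 in Herb vs. OVA (SE, limma adjusted p = 0.0664). The cytokine Il4 was listed between 0 and 0.602 FPKM, Il5 between 0 and 0.265 FPKM and Il13 between 0 and 0.198 FPKM over the 10 libraries, and Ccl24 between 0.0792 and 2.07 FPKM. The eosinophil gene Prg2 was listed at 0 in all Saline libraries, at 1.25, 1.65 and 0.877 FPKM in OVA and at 0.977, 0, 0.732 and 2.14 FPKM in Herb, and Epx did not exceed 0.114 FPKM. None of Il4, Il5, Il13, Ccl24, Prg2 and Epx had an adjusted or unadjusted p under 0.05 in Herb vs. OVA (limma), and the lowest adjusted p was 0.432 for Il13.

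**Figure D4:**
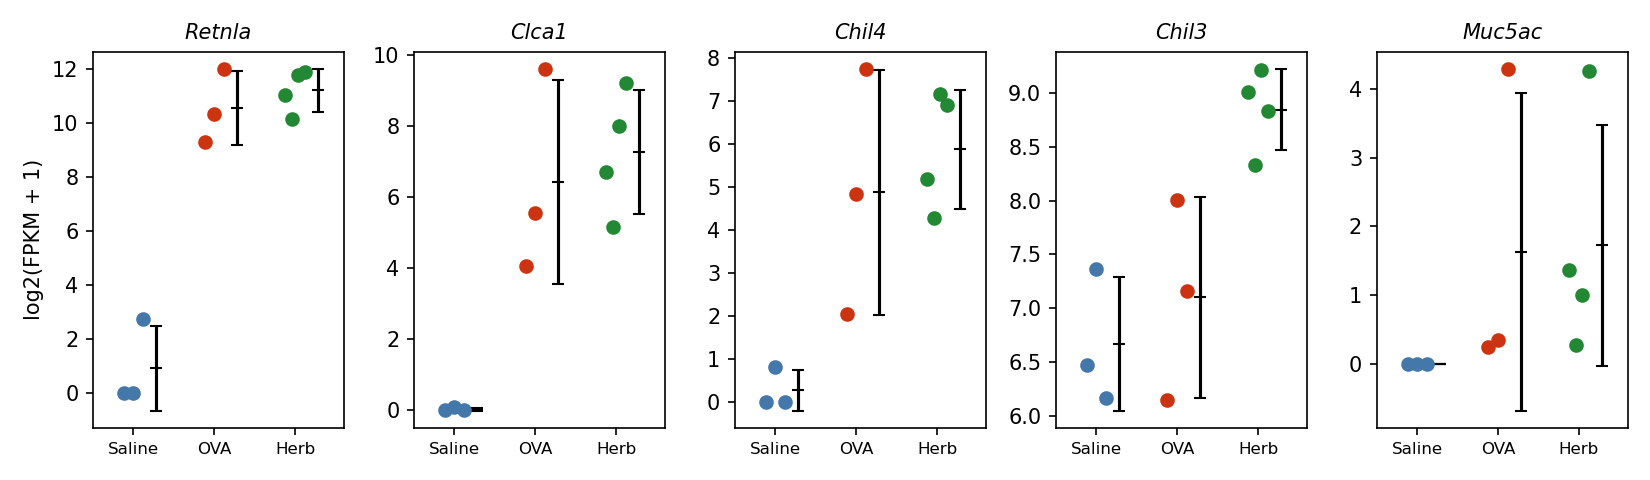
Log2(FPKM + 1) of 5 genes of type 2 inflammation (vertical axes) by group (horizontal axes), with points for mice and bars for the mean ± SD (n = 3, 3 and 4). The OVA mice differ widely, from 15.8 to 788 FPKM for Clca1, and the Herb mice lie between 34.5 and 596 FPKM.

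Of the other lists, those of alveolar type 1 and alveolar type 2 cells were lower in OVA vs. Saline, with medians of -2.66 (camera adjusted p = 0.0427) and -2.31 (camera adjusted p = 0.026), while the median of all genes was -0.20. None of their 7 and 8 genes was higher. The median of all genes is not a comparison at like level. RefSeq transcripts with a mean of 20 to 100 FPKM had a median of -2.06, and those over 100 FPKM had -1.96. After rescaling to the 75th percentile the list medians were -1.74 and -1.40, with 1 gene higher in each list. Both lists were higher in Herb vs. OVA at 1.19 and 1.08 but did not pass adjustment under camera (adjusted p = 0.435 and 0.178), with fry adjusted p = 0.051 and 0.0104, and in Herb vs. Saline they were lower at -1.28 and -1.08 (adjusted p = 0.00467 for both). After rescaling to the 75th percentile the camera adjusted p in Herb vs. OVA was 0.182 for type 1 and 0.0648 for type 2. With the mRNA fragment share, chosen after seeing the data, these values were 0.152 and 0.0476. The cell cycle list was higher in OVA vs. Saline at 0.34 (camera adjusted p = 0.00467) and in Herb vs. Saline at 0.73 (camera adjusted p = 5.71e-07), and all 10 genes were higher in Herb vs. Saline. Its difference in Herb vs. OVA was 0.44 with all 10 genes higher (camera adjusted p = 0.317, fry adjusted p = 0.0446), and 0.10 after rescaling to the 75th percentile (fry adjusted p = 0.706). The erythroid list was -4.21 in OVA vs. Saline (camera adjusted p = 0.435, fry adjusted p = 0.00102) and 2.39 in Herb vs. OVA (camera adjusted p = 0.772, fry adjusted p = 0.0103). The neutrophil list was -0.74 in OVA vs. Saline (camera adjusted p = 0.931, fry adjusted p = 0.0424) and 1.19 in Herb vs. OVA with all 10 genes higher (camera adjusted p = 0.175, fry adjusted p = 0.00593). None of the eosinophil, macrophage, T cell, B and plasma cell, ciliated cell, cardiac muscle and immediate early lists had a camera adjusted p under 0.05 in any comparison, and the lowest was 0.115 for the eosinophil list in OVA vs. Saline. Under fry the macrophage list was lower in OVA vs. Saline (adjusted p = 0.0104) and higher in Herb vs. OVA (adjusted p = 0.0181), and the T cell list (adjusted p = 0.0412) and the B and plasma cell list (adjusted p = 0.0469) were lower in OVA vs. Saline. Fry does not set a list against the other genes, so a shift of whole libraries can give such calls. With libraries rescaled to the 75th percentile the fry adjusted p was 0.563 for the macrophage list in OVA vs. Saline and 0.388 in Herb vs. OVA, and it was 0.507 for the T cell list, 0.456 for the B and plasma cell list and 0.443 for the neutrophil list in OVA vs. Saline, and 0.152 for the alveolar type 2 list in Herb vs. OVA. Other fry calls remained after this rescaling. Among them were the erythroid list in OVA vs. Saline (adjusted p = 0.00718) and Herb vs. OVA (adjusted p = 0.0323). The neutrophil list in Herb vs. OVA also kept its call (fry adjusted p = 0.0165). Medians are given next for the eosinophil, macrophage, T cell, B and plasma cell, ciliated cell, cardiac muscle and immediate early lists, in this order. They were 0.05, -0.41, -0.72, -1.13, 0.00, -0.58 and -0.51 in OVA vs. Saline and 0.00, 0.54, 0.32, 0.38, 0.14, 0.44 and 0.32 in Herb vs. OVA. Of the 39 list comparisons 8 passed adjustment under camera and 6 passed under both camera and fry, and none passed under camera with the correlation between genes estimated from the data, where 1 had an unadjusted p under 0.05. The type 2 list in OVA vs. Saline had fry adjusted p = 0.0802, and the list of cell cycle genes in OVA vs. Saline had fry adjusted p = 0.294, so these 2 calls did not hold under fry with FPKM as deposited. They did after rescaling to the 75th percentile (fry adjusted p = 0.0361 and 0.0178) and to the mRNA fragment share (fry adjusted p = 0.0319 and 0.0111).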

Values the study reported

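The study collected lungs from saline-treated mice (n = 3), mice with ovalbumin-induced asthma (n = 3) and mice given the herbal extract (n = 4). In airway lavage fluid it counted more eosinophils, neutrophils and macrophages in OVA than in saline mice, and it measured more IL-4 protein. It found these lower after the extract. Those counts came from more mice per group than were sequenced. They concern cells and protein of the airway fluid, which are unlike the RNA of lung tissue. It reported 17 genes whose expression was lower in OVA than in saline mice and higher after the extract together with the opposite methylation change, and 1 gene, Vegfa, with the reverse pattern. For the Kit transcript its candidate table lists an expression fold change of -7.78059 for OVA against saline and 6.402056 for the extract against OVA. For Errfi1 these fold changes were -2.72862 and 1.392076, for Hopx -2.37969 and 1.429905, and for Vegfa 2.522877 and -2.46869. The scale of the fold changes is not stated in that table, and the methods give a threshold on log fold change.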

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

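All tests in this part were chosen only after the result was seen, except the rescaling of Muc5ac and the tests of the olfactory receptor genes. A mouse far from the other 3 of its group was sought among the Herb mice, the one group large enough for this, by the gap to the nearest other mouse divided by the range of the group and a critical value for groups of 4. Such mice appeared in 4 of 40 tests, 2 expected by chance, so the number by itself is not remarkable.

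The airway mucin Muc5ac was 18.2 FPKM in Herb replicate 4 and between 0.203 and 1.58 FPKM in the other Herb mice, a gap of 0.924 of the range. A difference in the scaling of that library was argued against, because the gap was 0.930 after rescaling to the 75th percentile. A stronger type 2 response in that mouse is a candidate explanation: of the 16 other type 2 genes listed above 0 in Herb, 10 had their highest Herb value in this library after rescaling. These genes vary together and are not independent, so the number carries no p-value. A comparable value of 18.7 FPKM was found in OVA replicate 3.

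The eosinophil peroxidase gene Epx was 0.114 FPKM in Herb replicate 4 and at most 0.0153 FPKM in the other Herb mice, a gap of 0.866 of the range. The value corresponds to about 5.995 fragments, and few fragments may account for the difference. The Shroom2 transcript NM_001290684 was 1.06 FPKM in Herb replicate 3 and at most 0.0984 FPKM in the other Herb mice, a gap of 0.907 of the range. The sum of the Shroom2 rows was 8.08, 6.28, 5.35 and 5.13 FPKM in the Herb mice, with a gap of 0.611 that lies under the critical value, and at the high end stood Herb replicate 1. The division of reads between transcripts of the gene may therefore account for the far value of the single transcript.

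The summed FPKM of the olfactory receptor genes, which were followed as a background measure because the lung hardly expresses them, was 17.1 in Herb replicate 2 and between 11.4 and 12.1 in the other Herb mice, a gap of 0.879 of the range. A single transcript was argued against, since the highest row held 11.3% of the sum. Reads from genomic DNA stay open. In Herb replicate 2, 117 of these transcripts were above 0, compared with 89, 126 and 129 in Herb replicates 1, 3 and 4. This number also depends on depth, and Herb replicate 2 had the lowest depth of the Herb libraries. Scaling of the library was not tested for this sum. Herb replicate 2 also had the highest 75th percentile of the Herb libraries, at 4.88 FPKM. Genomic DNA, scaling and chance therefore cannot be told apart here.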

How the results depend on the processing

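The rescaling to a common mRNA fragment share was chosen after seeing the data, and the other alternatives were not. For the changes below the cause was not tested, except where the alternative itself removes transcripts or libraries. With the stricter filter, a mean of at least 5 FPKM, fewer transcripts enter, which accounts for smaller numbers by construction, and the sums per gene leave out the assembled models in the same way. The gene lists had no version without the filter, as transcripts, without trend or with a robust fit, and the candidates had none without the filter, because they were tested without it from the start.

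The number of calls in Herb vs. OVA depended most on the scaling of the libraries, and that in OVA vs. Saline was lowest with the stricter filter. In OVA vs. Saline the calls were 7602 after rescaling to the 75th percentile, 6795 with quantile normalization, 8289 after rescaling to the mRNA fragment share, 3996 with the stricter filter and 6853 as sums per gene. The transcripts passing the study's screen were 4760, 4153, 5229, 3256 and 4069 under the same alternatives, 12435 with a pseudocount of 0.1 and 15284 after rescaling to a common sum. In Herb vs. OVA the calls were 168 after rescaling to the 75th percentile, 162 with quantile normalization, 204 after rescaling to the mRNA fragment share, 3189 with the stricter filter, 4982 as sums per gene and 15094 after rescaling to a common sum. The screen passed 1321, 1325, 1443, 1504, 1232 and 7268 transcripts in the same order, and 8454 with a pseudocount of 0.1. In Herb vs. Saline the calls were 1011 with quantile normalization, 4513 after rescaling to a common sum and 1312 with a pseudocount of 0.1. The screen passed 1608, 4365, 1010 and 1131 transcripts with quantile normalization, a common sum, the stricter filter and sums per gene. Without a fold change minimum 15701, 13757 and 7885 transcripts passed in OVA vs. Saline, Herb vs. OVA and Herb vs. Saline.

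The share of higher calls moved with the scaling as well. It was 6.83% in OVA vs. Saline as deposited, 46.9% after rescaling to the 75th percentile, 46.6% with quantile normalization and 75.1% after rescaling to the mRNA fragment share. For Herb vs. OVA it was 97.9%, 43.5%, 40.1% and 31.9%, and in Herb vs. Saline 22.7%, 52.3%, 46.0% and 84.8%. A common sum gave 1.76%, 99.3% and 7.87% in the 3 comparisons. Rescaling and quantile normalization set the centre of each library, so these shares are largely fixed by the method.

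The down/up transcripts were 404 after rescaling to the 75th percentile, 345 with quantile normalization, 292 after rescaling to the mRNA fragment share, 6364 after rescaling to a common sum, 1347 with the stricter filter, 1085 as sums per gene, 6705 with a pseudocount of 0.1 and 10856 without a fold change minimum. The up/down transcripts were 498, 549, 706, 66, 55 and 20 under the first 6 of these, and 260 without a fold change minimum. The correlation of the 2 comparisons was -0.694 after rescaling to the 75th percentile, -0.689 with quantile normalization and with the stricter filter, -0.710 after rescaling to the mRNA fragment share and -0.716 as sums per gene. The candidate transcripts passing both screens were 7 with the stricter filter, which removes low transcripts, and the candidate genes were 5 after rescaling to the 75th percentile, 4 with quantile normalization and 5 after rescaling to the mRNA fragment share.

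Across the 10 fits that each left out 1 library, the calls ranged from 209 to 9366 in Herb vs. OVA, with the lowest number without OVA replicate 1, and from 183 to 2992 in Herb vs. Saline, with the lowest without Saline replicate 2. The down/up transcripts ranged from 1541 to 3427 and the correlation from -0.707 to -0.590. The calls in OVA vs. Saline ranged from 10490 to 13207.

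The type 2 response list in OVA vs. Saline kept its direction in the 20 alternatives. Its p adjusted over the list comparisons was under 0.05 in 18, the exceptions being fry with FPKM as deposited (adjusted p = 0.0802) and camera with the estimated correlation (adjusted p = 0.749), where the median was 1.63 as before. For Herb vs. OVA the median of the list was -0.00658 after rescaling to the 75th percentile, -0.00537 with quantile normalization and -0.0816 after rescaling to the mRNA fragment share. It was 0.93 with the stricter filter, where camera placed the list lower than the other genes (adjusted p = 0.0345), since the direction of camera is relative to all genes. Camera or fry placed the list lower in 15 of the 20 alternatives, and the adjusted p was under 0.05 in 2 of them, the stricter filter and the fit without OVA replicate 1 (adjusted p = 0.0276). Across the fits that each left out 1 library it ranged from 0.00239 without OVA replicate 1 to 1.15 without OVA replicate 3.

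The other changes of direction among the lists were these. After rescaling to a common sum the eosinophil list was 0.0323 in Herb vs. OVA, the neutrophil list -0.16 in Herb vs. Saline, the macrophage list -0.0685 in Herb vs. Saline, and the ciliated cell list -0.60 in OVA vs. Saline and -0.0517 in Herb vs. Saline. With quantile normalization the ciliated cell list was -0.39 in Herb vs. OVA and the immediate early list 0.28 in OVA vs. Saline, -0.12 in Herb vs. OVA and 0.31 in Herb vs. Saline. Rescaled to the 75th percentile, the macrophage list was 0.0498 in OVA vs. Saline, the ciliated cell list -0.31 in Herb vs. OVA and the immediate early list -0.0523 in Herb vs. OVA. Rescaled to the mRNA fragment share, the macrophage list was 0.16 in OVA vs. Saline and 0 in Herb vs. OVA, the T cell list 0.0345 in Herb vs. Saline, the ciliated cell list -0.41 in Herb vs. OVA, and the immediate early list 0.19, -0.13 and 0.15 in OVA vs. Saline, Herb vs. OVA and Herb vs. Saline. With the stricter filter the macrophage list was -0.36 in Herb vs. Saline and the ciliated cell list -0.0710 in OVA vs. Saline, and the latter was -0.00182 with a pseudocount of 0.1. The alveolar lists were lower in OVA vs. Saline in all 20 alternatives, and the adjusted p was under 0.05 in 10 for alveolar type 1 and 15 for alveolar type 2. Leaving out 1 library at a time, the eosinophil list ranged from -0.0338 to 0.106 in Herb vs. OVA. For Herb vs. Saline the neutrophil list ranged from -0.17 to 0.42, the macrophage list from -0.15 to 0.23 and the cardiac muscle list from -0.82 to 0.16. The ciliated cell list ranged from -0.38 to 0.27 in OVA vs. Saline, from -0.12 to 0.57 in Herb vs. OVA and from -0.0862 to 0.390 in Herb vs. Saline.

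Single gene sums that changed direction are given next. With quantile normalization Dlg3 was 0.00399, Zfp568 0.14, Vegfa 1.04 and Ccl11 0.25 in OVA vs. Saline, and 2310035C23Rik -0.0491, Dlg3 -0.0280, Zfp568 -0.10 and Muc5ac -0.32 in Herb vs. OVA. Rescaled to the 75th percentile, Zfp568 was 0.11, Vegfa 0.53 and Ccl11 0.37 in OVA vs. Saline, and 2310035C23Rik -0.0460, Dlg3 -0.0246, Zfp568 -0.0937 and Muc5ac -0.17 in Herb vs. OVA. Rescaled to the mRNA fragment share, Dlg3 was 0.25, Gtf2e2 0.0260, Shroom2 0.0610, Zfp568 0.40, Vegfa 0.88 and Ccl11 0.53 in OVA vs. Saline, and 2310035C23Rik -0.0643, Dlg3 -0.12, Zfp568 -0.19, Retnla -0.11 and Muc5ac -0.24 in Herb vs. OVA. Chil3 was -0.29 in OVA vs. Saline after rescaling to a common sum, and Ccl11 was 0.0270 with a pseudocount of 0.1. Leaving out 1 library at a time, 2310035C23Rik ranged from -1.30 to 0.0263 in OVA vs. Saline and from -0.20 to 0.54 in Herb vs. OVA, Ccl11 from -0.19 to 0.18 and Chil3 from -0.0151 to 0.92 in OVA vs. Saline. Vegfa ranged from -1.09 to 0.0257 in Herb vs. OVA, Chil4 from -0.41 to 2.44, Muc5ac from -0.75 to 1.44 and Clca1 from -0.32 to 2.46. For Chil4 and Clca1 the lowest value was without OVA replicate 1, and for Chil4, Muc5ac and Clca1 the highest was without OVA replicate 3.

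Replicates are numbered from 1 in each group by the titles, but libraries with the same number did not deviate together, with correlations of their deviations from the group means between -0.0313 and 0.0727 over the 9 pairs. With the replicate block the calls were 5794 in Herb vs. OVA and 235 in Herb vs. Saline, the type 2 response list was 0.13 in Herb vs. OVA and lower than the other genes under camera only before adjustment (adjusted p = 0.121), and the gene sums of Vegfa and Muc5ac were 0.0257 and -0.75 in Herb vs. OVA. Herb replicate 4 is alone in its block and does not enter these fold changes.

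Of the 159 results recomputed under each of several alternatives, a fit of the 2 groups compared changed 22 calls, of which 20 became weaker and 2 stronger, and none of the 122 results of the robust fit changed. Camera with an estimated correlation made 9 of 37 list results weaker, and fry made 3 weaker and 12 stronger. Depth limits the low genes: 3 candidate transcripts were at or under 3 fragments in all OVA libraries, so that their differences from Herb rest on the Herb libraries alone.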

Other observations

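The removal of the GC trend, the gene list tests and the alternatives were chosen beforehand, except rescaling to the mRNA fragment share. All other tests in this part were chosen only after the result was seen, including the comparisons with other splits of the libraries. The lists of neutrophil and alveolar genes were fixed beforehand but singled out after the results of 39 list comparisons had been seen.

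The lower level of most transcripts in OVA than in Saline was weighed against technical sources. Sequencing depth was argued against: replicates 2 and 3 of both groups were alike in depth, with 21400000 and 20500000 fragments in Saline and 23100000 and 20300000 in OVA, and among them the mRNA fragment share in OVA was still 0.427 times that in Saline, compared with 0.403 in all libraries. The 2 most abundant rows, taken as 7SL RNA, held 7.25% of the fragments in Saline and 14.8% in OVA. These 2 rows alone can shift the other transcripts by -0.12 on the log2 scale, while the median of all transcripts was -0.59. That median is of log2(FPKM + 1), which understates the change of low transcripts. The fragments of other abundant rows were not counted, among them Rn45s at 1307 FPKM in Saline and 11249 FPKM in OVA. A larger set of abundant RNAs taking the fragments therefore stays open. Across transcripts the change was almost unrelated to length (Spearman correlation 0.0320), which argues against a length bias. Reads from genomic DNA were argued against by the olfactory receptor genes, whose summed FPKM in OVA was 0.671 times that in Saline instead of higher. A rise of all structural RNA alike was not seen, since the model placed at 7SK went from 68435 FPKM in Saline to 4252 FPKM in OVA. What stays open is whether the OVA libraries retained more of some structural RNAs during selection of messenger RNA, held more degraded RNA, or came from tissue with less messenger RNA relative to other RNA. The share separated all libraries by group, so these cannot be told apart. The labels give no library batch. Whether the order of the libraries within a group also follows the share is left open, because a group holds only 3 or 4 libraries.

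The higher level of most transcripts in Herb than in OVA may be in part a matter of 1 scaling factor per library. After rescaling to the 75th percentile 168 calls were obtained in place of 9786, and simulated groups that differed only in the 75th percentile of their libraries gave a mean of 3058 calls in Herb vs. OVA and 13511 in OVA vs. Saline. For Herb vs. OVA the simulated number is below the 9786 observed. After rescaling, 7224 transcripts still had an unadjusted p under 0.05 (limma). How much of the difference is left beyond a single factor is therefore not settled by the fall in adjusted calls. In OVA vs. Saline a single factor was argued against as the whole source, since 7602 calls were obtained after rescaling. After this rescaling the fold changes in OVA vs. Saline also followed GC content, with a Spearman correlation of 0.323 across the 12219 RefSeq transcripts with a GC value. Removing the GC trend of each library left 3460 calls in place of 4025 among these transcripts, 2755 of them shared, so the trend was argued against as the source of most of these calls. In Herb vs. OVA 48 calls were obtained in place of 63. A biological effect of the extract on these transcripts remains possible but is confounded with the share of mRNA fragments.

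Other splits of the libraries into groups of the same sizes were compared with the real one. In OVA vs. Saline, 1 of the 10 splits of the 6 samples gave as many calls, as many transcripts passing the screen, as large a median of the type 2 list and as many calls after rescaling to the 75th percentile, which in each case was the real split, and 10 splits cannot give a share under 0.1. The next largest values were 8 calls, 750 transcripts passing the screen, a list median of 1.47, close to the real 1.63, and 8 calls after rescaling. In Herb vs. OVA, 1 of the 35 splits of the 7 samples, the real one, gave as many calls, as many transcripts passing the screen and as many calls after rescaling. The next largest numbers were 22 calls, 2259 transcripts passing the screen, close to the real 2936, and 27 calls after rescaling. For Herb vs. Saline, 1 of the 35 splits of the 7 samples gave as many calls, as many transcripts passing the screen and as many calls after rescaling, and the next largest numbers were 69, 2131 (the real split gave 2577) and 36. For Herb vs. OVA and Herb vs. Saline, screen counts of this order therefore also arise from other groupings. For down/up transcripts, 1 of the 100 splits drawn of the 10 samples, the real one, gave as many, and for the up/down transcripts 14 of the 100 splits did. A correlation of the 2 comparisons as strong was given by 18 of the 100 splits, so a correlation of this strength is not particular to the real groups. As many candidate transcripts passing both screens were found in 1 of the 100 splits, and the same held for the candidate genes, but the study chose these on the same libraries.

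The median of the type 2 response list was not below 0 in Herb vs. OVA, but camera placed the list toward lower values than the other genes, without passing adjustment (adjusted p = 0.317). In 19 of the 35 splits of the 7 samples the median of the list was as large as in the real one. The list median was -0.01 after rescaling to the 75th percentile, with 8 of 17 genes higher, so that a shift by scaling and no change cannot be told apart. Without OVA replicate 3, the mouse with the highest Retnla, Clca1, Chil4 and Muc5ac of its group, the median was 1.15, and without OVA replicate 1 it was 0.002 and the list lay lower than the other genes (camera adjusted p = 0.0276). The spread between the 3 OVA mice and an effect of the extract cannot be told apart here. In Herb vs. Saline the list median was 1.73 (camera adjusted p = 5.71e-07). It was 1.69 after rescaling to the 75th percentile (camera adjusted p = 9.26e-05). The list did not pass with the estimated correlation (camera adjusted p = 0.749). In the Herb mice the list was thus still higher than in the controls at the time of sampling. These values do not decide whether the extract changed it.

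The neutrophil list was higher in Herb than in OVA, with 10 of 10 genes higher. Scaling of the libraries was argued against, because the median was 0.93 after rescaling to the 75th percentile (camera adjusted p = 0.00158). Over the 20 alternatives the adjusted p ranged from 0.000459 to 0.784 and was under 0.05 in 4. However, 2 of the 35 splits of the 7 samples gave a median as large, a share above 0.05. More blood left in the Herb lungs than in the OVA lungs is a candidate source, since the erythroid list was 1.83 in the same comparison after rescaling. In Herb vs. Saline the neutrophil list was 0.34 and the erythroid list -1.53 after rescaling, but the number of neutrophils in blood may differ between these groups as well, and the explanations cannot be told apart. The study counted fewer neutrophils in airway lavage fluid after the extract than in OVA mice, the opposite direction. Cells in lavage fluid and RNA of lung tissue are unlike measures, so the list does not test that count.

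The alveolar type 1 and alveolar type 2 lists were lower in OVA than in Saline. A single factor per library was argued against, since the less changed of their medians was -1.40 after rescaling to the 75th percentile (camera adjusted p = 0.00221) and -1.03 after rescaling to the mRNA fragment share (camera adjusted p = 0.000828). With quantile normalization the alveolar type 2 list was -0.66 and did not pass adjustment (camera adjusted p = 0.101), and the alveolar type 1 list was -1.22 (camera adjusted p = 0.0153). With the stricter filter neither list passed (camera adjusted p = 0.233 for type 1 and 0.205 for type 2), although the medians were -2.82 and -2.45. With FPKM as deposited, RefSeq transcripts with a mean of 20 to 100 FPKM had a median of -2.06. The lists were not set against genes matched on level, so a change that depends on level stays open. GC content was argued against, since the 20 transcripts of both lists had a median of -1.72 after removal of the GC trend, with 19 lower. Dilution by infiltrating immune cells stays open: after rescaling, the eosinophil, neutrophil, macrophage, T cell and B and plasma cell lists were at 0.12, -0.25, 0.0498, -0.31 and -0.51, and their median of -0.25 lies near 0 over lists that go both ways, so dilution and a change within the alveolar cells cannot be told apart. Sftpc, a gene of the alveolar type 2 list, was 2870 ± 445 FPKM in Saline (SD, n = 3), 310 ± 132 FPKM in OVA (SD, n = 3) and 925 ± 333 FPKM in Herb (SD, n = 4). A lower expression or number of alveolar cells in the model is one hypothesis, and a different piece of lung having been sampled was not tested.

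Transcript rows of genes with more than 1 row varied more between replicates than rows of genes with a single row, with a median SD of 0.504 compared with 0.267 for single-row genes at the same mean level. The uncertain division of reads between transcripts of a gene is a candidate explanation, and the sums of the same genes had a median SD of 0.264. Of 411 down/up transcripts from genes with more than 1 row, the gene sum was also down/up in 246 (59.9%).

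For the Vegfa transcript the log2 fold changes here were 0.88 and -0.99, and 1.45 and -1.44 after rescaling to the 75th percentile. All are smaller in size than the quoted values, read as log2 fold changes. The pseudocount holds down the changes of a transcript this low. With a pseudocount of 0.1 and FPKM as deposited the changes were 1.32 and -1.80. The Kit transcript changed by -1.66 and 0.65 here, the latter with limma adjusted p = 0.276. Both are smaller in size than the quoted values. All OVA libraries were at or under 3 fragments for this transcript, so its fitted changes give no fold. For Errfi1 the log2 fold changes here were -3.37 and 1.88, and for Hopx -3.04 and 1.88. These are larger in size than the quoted values. With libraries rescaled to the 75th percentile they were -2.57 and 1.36 for Errfi1 and -2.22 and 1.34 for Hopx. These are slightly smaller in size than the quoted values and nearer to them.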
